# Oil palm phenolics confer neuroprotective effects involving cognitive and motor functions in mice

**DOI:** 10.1179/1476830512Y.0000000047

**Published:** 2013-09

**Authors:** Soon-Sen Leow, Shamala Devi Sekaran, YewAi Tan, Kalyana Sundram, Ravigadevi Sambanthamurthi

**Keywords:** Antioxidants, Gene expression, Microarray, Neurodegeneration, Oil palm phenolics

## Abstract

**Objectives:**

Phenolics are important phytochemicals which have positive effects on chronic diseases, including neurodegenerative ailments. The oil palm (*Elaeis guineensis*) is a rich source of water-soluble phenolics. This study was carried out to discover the effects of administering oil palm phenolics (OPP) to mice, with the aim of identifying whether these compounds possess significant neuroprotective properties.

**Methods:**

OPP was given to BALB/c mice on a normal diet as fluids for 6 weeks while the controls were given distilled water. These animals were tested in a water maze and on a rotarod weekly to assess the effects of OPP on cognitive and motor functions, respectively. Using Illumina microarrays, we further explored the brain gene expression changes caused by OPP in order to determine the molecular mechanisms involved. Real-time quantitative reverse transcription-polymerase chain reaction experiments were then carried out to validate the microarray data.

**Results:**

We found that mice given OPP showed better cognitive function and spatial learning when tested in a water maze, and their performance also improved when tested on a rotarod, possibly due to better motor function and balance. Microarray gene expression analysis showed that these compounds up-regulated genes involved in brain development and activity, such as those under the regulation of the brain-derived neurotrophic factor. OPP also down-regulated genes involved in inflammation.

**Discussion:**

These results suggest that the improvement of mouse cognitive and motor functions by OPP is caused by the neuroprotective and anti-inflammatory effects of the extract.

## Introduction

Harmful free radicals and reactive oxygen species play an important role in aging and chronic diseases.^1^ Thus, many preventive measures which involve efforts to offer resistance against oxidative stress, such as physical activity and dietary intervention, have been suggested to combat the advancement of chronic diseases as we age. Oxidative damage is particularly detrimental to the brain, where the neuronal cells are largely post-mitotic and those which are damaged cannot be readily replaced via mitosis.^2^ During normal aging, the brain undergoes morphological and functional changes resulting in the observed neurobehavioral declines such as decrements in cognitive and motor performance, which leads to Alzheimer's disease and Parkinson's disease respectively.

Diets containing high amounts of phytochemicals can provide protection against these free radical-induced diseases, due to their high antioxidant activities. Plant phenolics are important antioxidants because of their high redox potential, which allows them to act as reducing agents, hydrogen donors, singlet oxygen quenchers, and metal chelators. Antioxidants that accumulate in neuronal tissues are potential candidates for the prevention and treatment of neuronal disorders involving oxidative stress. Phenolic antioxidants may or may not cross the brain barrier, depending on their properties, such as charged state, lipophilicity, and interactions with efflux transporters, with possible relative specificity of the compounds for different brain areas.^3^ For example, proanthocyanidins from blueberries may be found in the striatum while ellagitannins from strawberries may involve the hippocampus.^4^ Many recent studies have shown that plant phenolics have neuroprotective effects, through their ability to reduce oxidative stress.^2,4–11^

In addition to their antioxidant activities, plant phenolic compounds such as flavonoids have been shown to possess other molecular mechanisms,^12^ some of which are neuroprotective. One of these is the modulation of brain cell signaling pathways, such as the activation of extracellular signal-regulated protein kinase (ERK) and the protein kinase B (PKB/Akt) signaling pathways, leading to the activation of the cyclic adenosine monophosphate-response element-binding protein (CREB), a transcription factor responsible for increasing the expression of neurotrophins important in defining memory.^13^ A blueberry-containing diet, for example, has been shown to improve the performance of aged animals in spatial working memory tasks via the activation of CREB and increases in brain-derived neurotrophic factor (BDNF) levels in the hippocampus.^14^ In addition to affecting signaling pathways, the effects of plant phenolics on learning and memory may also be mediated by peripheral and cerebral vascular effects which lead to the growth of new neurons.^13^

On the basis that oil palm phenolics (OPP)^15^ possess significant antioxidant activities and various biological effects,^16–20^ we hypothesized that they may also have significant neuroprotective effects *in vivo*. Thus, we fed BALB/c mice a normal diet with OPP supplemented as fluids for 6 weeks and looked for signs of improvement in brain functions. This included testing the mice in a water maze to identify whether there was improvement in cognitive function and spatial learning, as well as testing them on a rotarod in order to identify effects on motor function and balance. We then carried out microarray analysis on the brains of these mice in order to determine the molecular mechanisms involved in conferring the neuroprotective properties of OPP. The microarray data were further validated with real-time quantitative reverse transcription-polymerase chain reaction (qRT-PCR) experiments.

## Methods

### OPP samples

OPP samples were prepared according to the methods described in Sambanthamurthi *et al.*^15^ OPP contains numerous phenolic acids. Three isomers of caffeoylshikimic acid are major components of the extract. Other phenolic acids include caffeic acid, protocatechuic acid, and *p*-hydroxybenzoic acid. The detailed composition of OPP is as described earlier.^16^

### Mouse feeding and organ harvesting

All male inbred BALB/c mice which were designated for this study were purchased from the Institute of Medical Research, Kuala Lumpur, Malaysia, at around 5 weeks of age just after weaning. All animal procedures were approved by the Animal Care and Use Committee of the University of Malaya, Kuala Lumpur, Malaysia. The animals were randomly assigned into cages (five animals per cage) and acclimatized for 1 week, during which a standard chow diet purchased from the University of Malaya, and distilled water were given *ad libitum*.

At the start of the experiment, the diet of the animals was changed to a custom-made normal diet (58.2% kJ/kJ carbohydrate, 27.2% kJ/kJ protein, and 14.6% kJ/kJ fat, including cellulose, mineral mix, vitamin mix, and dl-methionine). The control group (*n = 5*) was given distilled water while the treatment group (*n = 5*) was supplemented with OPP in the drinking fluids. The antioxidant content of the OPP given was around 1500 ppm gallic acid equivalent. Food and fluids were changed daily.

As shown in previous studies, the volume of OPP taken by an approximately 25 g mouse was around 1.75 ml/day.^19,20^ The amount of OPP consumed would thus be around 2.625 mg (in gallic acid equivalent weight). This would be equivalent to the consumption of about 350 ml (in volume) or 500 mg (in gallic acid equivalent weight) of OPP by a 60 kg human, calculated based on the body surface area normalization method.^21^ Previous studies have also shown that no significant differences were observed in terms of the food and fluid intakes of mice from week to week.^19,20^

Mice were subjected to water maze and rotarod trials once a week throughout the feeding period. After 6 weeks of *ad libitum* feeding, the mice were sacrificed via euthanasia with diethyl ether followed by exsanguination. Their brains were excised, blotted, snap-frozen in liquid nitrogen, and stored at −80°C until the total RNA extraction process for gene expression analysis.

### Water maze: cognitive function and spatial learning

Mice were tested in a water maze every week throughout the feeding period. These experiments were carried out in a room with no windows and only one door. The maze painted black (100 cm diameter and 60 cm height) was filled with water 1 cm above a transparent platform (11 cm diameter and 30 cm height), at a temperature of 26°C. The platform was placed at a permanent position in the middle of the north-east quadrant of the maze. During the trials, each mouse was released with its head pointed towards the side of the water maze at the same four predetermined starting positions near the south-west quadrant of the maze (south-east, south, west, and north-west), so that all four positions were used.^22^ Various external cues were available and visible to each mouse swimming in the water maze, such as the door, lights, several experimental equipment which was seldom used (centrifuges and vacuum concentrators permanently positioned on bench tops), the computer, and the experimenter. The experimenter who handled the mice and carried out the experiments was always the same person and was a non-smoker. When the experiment was carried out, the door was closed at all times and the experimenter always remained at a constant location near the south-west quadrant of the maze during the trials. Therefore, no sources of interference were present. Each mouse was tracked by using a Panasonic WV-CP280/G color closed-circuit television camera (Panasonic Corporation, Osaka, Japan) suspended 90° about 200 cm above the center of the water level and connected to an Euresys Picolo Diligent sn/219 frame grabber board (Euresys s.a., Liège, Belgium) installed in a desktop with Microsoft^®^ Windows XP (Microsoft Corporation, Redmond, WA, USA).

Each trial started 3 seconds after a mouse was in the arena (which was defined as the circular water border) and stopped at a maximum duration of 60 seconds (after which the mouse was guided to the platform and left to stay there for 10 seconds), or 10 seconds after the mouse found and stayed on the platform. The latency to the platform, the mean distance to the platform, and the mean velocity of each mouse was recorded by the Ethovision XT video tracking system and software (Noldus Information Technology, Wageningen, The Netherlands). Each mouse was tested four times during each time point with a rest period of about 5 minutes in between trials. Each mouse was towel dried after each trial before it was returned to a holding cage. The first trial was excluded from analysis as it served the purpose of acclimatizing the mouse to the water maze after a week's gap from the last trial. The remaining three trials for each mouse were averaged and statistical analysis using a two-tailed unpaired Student's *t*-test was carried out on these average values in the Microsoft Excel software (Microsoft Corporation), with *P* values of less than 0.05 considered statistically significant.

### Rotarod: motor function and balance

Mice were tested on a five-laned IITC 755 Series 8 rotarod (IITC Life Science, Inc., Woodland Hills, CA, USA) every week throughout the feeding period. The rotarod was started at 4 rpm and accelerated to 40 rpm over a period of 5 minutes in forward mode, with a rest period of about 3 minutes in between trials. Each mouse was tested four times during each time point, but the first trial was excluded from analysis as it served the purpose of acclimatizing the mouse to the rotarod after a week's gap from the last trial. The remaining three trials for each mouse were averaged and statistical analysis using a two-tailed unpaired Student's *t*-test was carried out on these average values in the Microsoft Excel software (Microsoft Corporation), with *P* values of less than 0.05 considered statistically significant.

### Microarray studies: gene expression analysis

Total RNA isolation from mouse brains was first carried out using the RNeasy Mini Kit (Qiagen, Inc., Valencia, CA, USA) and QIAshredder homogenizer (Qiagen, Inc.), according to the manufacturer's instructions. The total RNA samples obtained were subjected to NanoDrop 1000A Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) measurement for yield and purity assessment. Integrity of the total RNA samples was then assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and Agilent RNA 6000 Nano Chip Assay Kit (Agilent Technologies). Four total RNA samples with the highest RNA Integrity Numbers and 28S/18S rRNA ratios within each condition (either control or treatment) were then selected for microarray studies.

Amplification of total RNA samples which were of high yield, purity, and integrity was then carried out using the Illumina TotalPrep RNA Amplification Kit (Ambion, Inc., Austin, TX, USA) according to the manufacturer's instructions. The cRNA produced was then hybridized to the Illumina MouseRef-8 Version 1 Expression BeadChip (Illumina, Inc., San Diego, CA, USA), using the Direct Hybridization Kit (Illumina, Inc.). Microarray hybridization, washing, and scanning were carried out according to the manufacturer's instructions. The raw gene expression data obtained are available at Gene Expression Omnibus^23^ (accession number: GSE40030).

Quality control of the hybridization, microarray data extraction, and initial analysis were carried out using the Illumina BeadStudio software (Illumina, Inc.). Outlier samples were removed via hierarchical clustering analysis provided by the Illumina BeadStudio software (Illumina, Inc.) and also using the TIGR MeV software (Institute for Genomic Research, Rockville, MD, USA),^24^ via different distance metrics. Three replicates per condition (with outliers removed) were then considered for further analysis. Gene expression values were normalized using the rank invariant method and genes which had a detection level of more than 0.99 in either the control or treatment samples were considered significantly detected. To filter the data for genes which changed significantly in terms of statistics, the Illumina Custom error model was used and genes were considered significantly changed at a |differential score| of more than 13, which was equivalent to a *P* value of less than 0.05.^25^

The genes and their corresponding data were then exported into the Microsoft Excel software (Microsoft Corporation) for further analysis. To calculate fold changes, an arbitrary value of 10 was given to expression values which were less than 10. Fold changes were then calculated by dividing means of Signal Y (treatment) with means of Signal X (control) if the genes were up-regulated and *vice versa* if the genes were down-regulated. Two-way (gene and sample) hierarchical clustering of the significant genes was then performed using the TIGR MeV software (Institute for Genomic Research)^24^ to ensure that the replicates of each condition were clustered to each other. The Euclidean distance metric and average linkage method were used to carry out the hierarchical clustering analysis.

Changes in biological pathways and gene ontologies were assessed via functional analysis, using the GenMAPP^26^ and MAPPFinder^27^ softwares (University of California at San Francisco, San Francisco, CA, USA). The MAPPFinder software ranks GenMAPPs (pathways) and gene ontologies based on the hypergeometric distribution. Readers are referred to Doniger *et al.*^27^ for further explanations of the terms used in the MAPPFinder software. GenMAPPs and gene ontologies which had permuted *P* values of less than 0.05, numbers of genes changed of more than or equal to 2, and *Z* scores of more than 2 were considered significant. Up-regulated and down-regulated genes were analyzed separately in this functional enrichment analysis. It should be noted that the MAPPFinder software clusters multiple probes for a distinct gene into a single gene grouping in order to calculate the number of distinct genes which meet the user-defined criteria, not the probes.

Changes in regulatory networks were also analyzed through the use of the Ingenuity Pathways Analysis software (Ingenuity^®^ Systems, Redwood City, CA, USA). A dataset containing differentially expressed genes and their corresponding fold changes was uploaded into the application. Analyses of up-regulated and down-regulated genes were carried out separately. Each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base. These genes were overlaid onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base. Networks of these focus genes were then algorithmically generated based on their connectivity. A network is a graphical representation of the molecular relationships between genes or gene products. Genes or gene products are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). The intensity of the node color indicates the degree of up-regulated or down-regulation. Nodes are displayed using various shapes that represent the functional class of the gene product. Edges are displayed with various labels that describe the nature of the relationship between the nodes.

### Real-time qRT-PCR studies: validation of microarray data

Two-step real-time qRT-PCR studies were carried out on two target genes, *Fos* (Finkel–Biskis–Jinkins osteosarcoma) and *Bcar1* (breast cancer anti-estrogen resistance 1), using TaqMan Gene Expression Assays (Applied Biosystems, Foster City, CA, USA). The same aliquots of total RNA samples used in the microarray experiments were utilized for this analysis. Primer and probe sets for the selected genes were obtained from the Applied Biosystems Inventoried Assays-On-Demand (Applied Biosystems).

Briefly, reverse transcription to generate first-strand cDNA from total RNA was carried out using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Real-time PCR was then carried out on the first-strand cDNA generated using a 25 µl reaction volume in an Applied Biosystems 7000 Real-Time PCR System (Applied Biosystems) using the following conditions: 50°C, 2 minutes, 1 cycle; 95°C, 10 minutes, 1 cycle; 95°C, 15 seconds, and 60°C, 1 minute, 40 cycles. Reactions for each biological replicate and non-template control (NTC) were carried out in duplicates.

Quality control of the replicates used, real-time qRT-PCR data extraction, and initial analysis were carried out using the 7000 Sequence Detection System software (Applied Biosystems). A manual threshold of 0.6000 and an auto baseline were applied in order to obtain the threshold cycle (Ct) for each measurement taken. The threshold was chosen as it intersected the exponential phase of the amplification plots.^28^ The criteria for quality control of the data obtained include ΔCt of less than 0.5 between technical replicates and ΔCt of more than 5.0 between samples and NTCs.^29^

Relative quantification of the target genes of interest was carried out using the qBase 1.3.5 software (Center for Medical Genetics, Ghent University Hospital, Ghent, Belgium),^30^ which takes into account the calculations of amplification efficiencies and multiple housekeeping genes. Expression levels of target genes were normalized to the geometric mean of three housekeeping genes, *Sfrs9*, *Guk1*, and *Hnrpab*. The stability of these housekeeping genes was assessed using the geNorm 3.5 software (Center for Medical Genetics, Ghent University Hospital).^31^ Statistical analysis of the data obtained was carried out using a two-tailed unpaired Student's *t*-test in the Microsoft Excel software (Microsoft Corporation), with *P* values of less than 0.05 considered statistically significant.

## Results

The water maze is based upon the premise that animals have evolved an optimal strategy to explore their environment and escape from water with minimum effort by swimming the shortest distance possible. Fig. 1 shows the results of the water maze trials, in which mice on the normal diet given OPP showed a downward trend in latency to the platform (Fig. 1A) and mean distance to the platform (Fig. 1B) from week to week while mice in the control group showed somewhat constant values throughout the weeks. Although the mean velocity values of the mice in the treatment group were slightly increased at the beginning of the trials compared to those of the controls (Fig. 1C), the differences were not significant anymore towards the end of the study, thus indicating an improvement in spatial learning instead of swimming speed in these mice.

**Figure 1:**
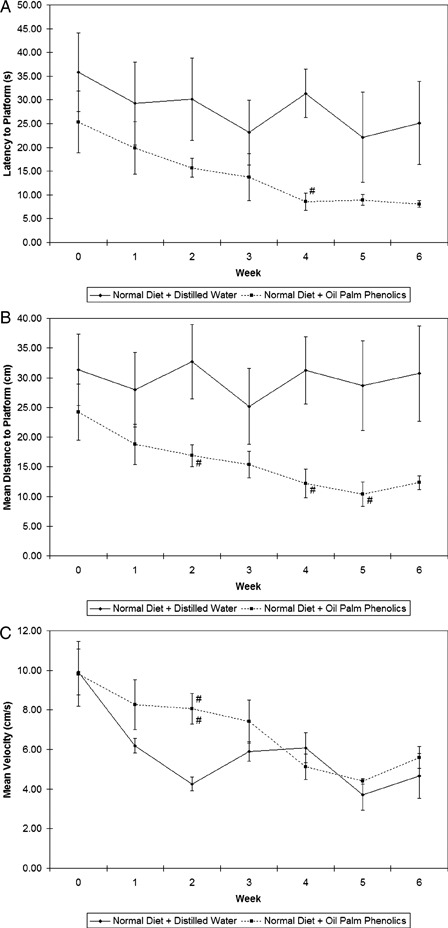
Results of water maze trials. (A) Latency to platform; (B) mean distance to platform; (C) mean velocity. ^#^*P* < 0.05 versus normal diet + distilled water; *n* = 5; mean ± SEM.

The function of the rotarod is to test the balancing abilities of mice. As shown in Fig. 2, mice on the normal diet supplemented with OPP had improved balance and motor coordination, as they demonstrated a more obvious upward trend in terms of average time (Fig. 2A), average distance travelled (Fig. 2B), and average stopping speed (Fig. 2C) before they fell off the rotating drums compared to the controls. Based on the trends therefore, we deduced that mice given OPP performed better in both the water maze test and the rotarod task.

**Figure 2:**
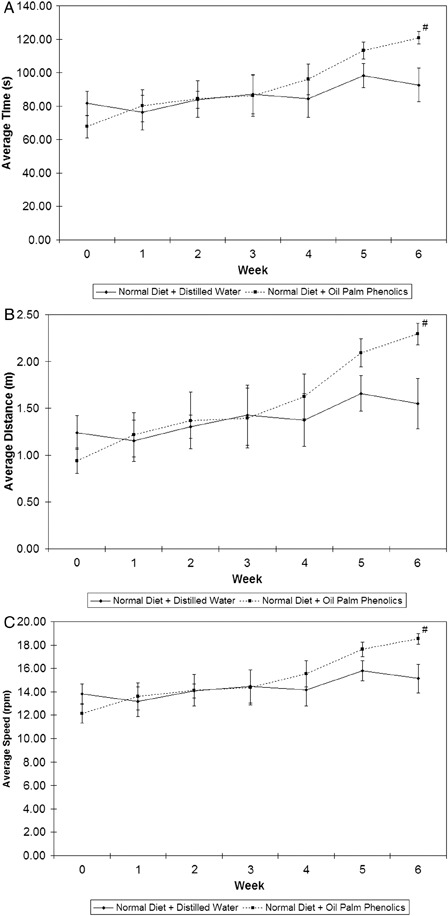
Results of rotarod trials. (A) Average time; (B) average distance; (C) average stopping speed. ^#^*P* < 0.05 versus normal diet + distilled water; *n* = 5; mean ± SEM.

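Gene expression was measured in brains of male BALB/c mice, an inbred albino strain. The methods state that brains were excised and do not say whether all of each brain was extracted. At 12 weeks of age, 3 mice had been given distilled water (controls) and 3 had been given OPP at 1500 ppm gallic acid equivalent for 6 weeks, in both groups with a normal diet. The methods give as many mice per cage as per group and do not say which mice shared a cage. If each group shared a cage, differences between cages cannot be told apart from the treatment. RNA of each brain was hybridized to an Illumina MouseRef-8 array, on which beads carry gene-specific probes and the brightness of a probe's beads, its intensity, measures the amount of its transcript. The methods state that more samples per group were hybridized and that outliers were removed by clustering, so that the spread between the 3 brains of a group is the spread left after that step. The authors summarized the beads of each probe into a mean intensity and a detection p-value with BeadStudio. The arrays held 24048 probes, of which 19397 were paired with 1 gene symbol, 4651 with none and 0 with several. Probes above background (detection level over 0.99) numbered 7614, 7442 and 7562 in the controls and 7842, 7636 and 7903 in the mice given OPP. The median intensity was 205, 219 and 226 in the controls and 218, 219 and 245 in the mice given OPP. The intensities include background, of which the authors' own background-subtracted values of the same arrays had 174 to 209 units removed per array. Fold changes of dim probes are therefore smaller on the intensities than on the authors' values. The intensities were scaled between arrays on rank-invariant probes (factors of 0.882 to 1.04), set to at least 10 and put on the log2 scale. The 7611 probes with a mean detection level over 0.99 in at least 1 group, which represent 5808 named genes, were compared with limma and adjusted by the method of Benjamini and Hochberg. Groups of genes were compared with all other tested genes by camera in limma, with 1 probe per gene and a preset correlation of 0.01 between genes. No group of genes was significant when the correlation was estimated from these arrays instead (31 groups). For a single value, an exact two-sided permutation test of 3 brains against 3 cannot give a p under 0.1. Arrays correlated at 0.954 to 0.987 on the log2 scale, and control replicate 2 stood apart from the other controls. Its correlation was 0.961 and 0.962 with control replicates 1 and 3, which correlated at 0.987 with each other. Genes typical of the cerebellum averaged 9.65 in control replicate 2 on the log2 scale, against 10.99 and 10.66 in the other controls and 10.26, 10.18 and 9.93 in the mice given OPP.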

In order to identify the possible molecular mechanisms involved in the neuroprotective properties of OPP, we carried out microarray analysis on brains harvested from mice in the control and treatment groups. 

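The homeobox genes *Hoxb5* and *Hoxa5*, which pattern the hindbrain and spinal cord, were the 2 genes that fell in the brains of mice given OPP at an adjusted p under 0.05 from limma. Among the largest differences upward were the activity-induced genes *Arc*, *Fos*, *Egr1* and *Egr4* and the postsynaptic scaffold gene *Dlgap2*. With them were *Pamr1*, which encodes a secreted peptidase-like protein (log2 fold change 0.55, standard error 0.12), *Rprm*, which encodes the growth arrest protein reprimo (0.54, standard error 0.13), and *Cobl*, which encodes an actin nucleator of dendrites (0.52, standard error 0.14). Among the largest differences downward were the granulocyte genes *S100a8*, *S100a9*, *Ltf* and *Camp*, the formyl peptide receptor gene *Fpr2* (-1.01, standard error 0.40, above background in 2 of 3 mice given OPP; -0.41 without control replicate 2) and *Trh*, which encodes thyrotropin-releasing hormone (-0.72, standard error 0.20; -0.48 without control replicate 2). Of these genes *Fos* had an adjusted p of 0.705 and the others 0.994, apart from the homeobox genes. At an unadjusted p under 0.05, 141 probes were higher and 166 were lower in the mice given OPP, while 380.55 of the 7611 probes would pass by chance. At an adjusted p under 0.05 limma called 0 probes higher, an approximation of the Illumina Custom error model called 3 (*Fos*, *Pamr1* and *Rprm*) higher and 5 lower, and the methods' t-test, which the paper applied to behaviour and qRT-PCR and not to the arrays, called 0 either way. The values of all 3 mice given OPP lay above those of all controls in 333 probes and below them in 385, together 9.43% of the probes tested, against 10% by chance. Without scaling between the arrays 163 probes were higher and 68 lower, so that 70.6% of them were higher, against 45.9% with scaling. Without control replicate 2 the numbers rose to 312 higher and 526 lower, with 2 (*Arc* and *Fos*) and 14 at an adjusted p under 0.05. Without control replicate 1 only 92 probes were higher, without OPP replicate 2 213 were, and without OPP replicate 3 only 103 were lower.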

The filtering criteria used resulted in 113 genes significantly up-regulated and 145 genes significantly down-regulated in brains of mice on a normal diet given OPP compared to the controls. The full list of significantly changed genes is given in Supplementary Material 1. GenMAPPs and gene ontologies considered significantly up-regulated are shown in Table 1, while those significantly down-regulated are shown in Table 2.

**Table 1:** GenMAPPs and gene ontologies significantly up-regulated by OPP in the brain

GenMAPP						
No.	MAPP name		Number changed	Percent changed	*Z* score	Permuted *P* value
1	Mm_Striated_muscle_contraction		3	7.1429	4.8690	0.0010
2	Mm_IL-6_NetPath_18		5	5.2083	5.1700	0.0030
3	Mm_Wnt_NetPath_8		4	3.7736	3.6930	0.0070
4	Mm_Delta-Notch_NetPath_3		3	3.8462	3.2330	0.0230
5	Mm_TGF-beta-Receptor_NetPath_7		4	2.8369	2.9570	0.0270
6	Mm_EGFR1_NetPath_4		4	2.4096	2.5620	0.0290
7	Mm_Insulin_Signaling		4	2.6316	2.7730	0.0320

Gene ontology						
**No.**	**GO name**	**GO type**	**Number changed**	**Percent changed**	***Z* score**	**Permuted** ***P*** **value**

1	Exocytosis	P	5	7.4627	6.9960	0.0000
2	Antimicrobial humoral response (sensu Vertebrata)	P	3	6.2500	4.8660	0.0010
3	Synaptic transmission	P	7	3.0172	4.5580	0.0020
4	Cell-cell signaling	P	9	1.8145	3.3180	0.0050
5	Nervous system development	P	10	1.7094	3.2900	0.0070
6	Potassium ion transport	P	4	2.7778	3.2190	0.0090
7	Synaptogenesis	P	2	9.0909	4.9590	0.0100
8	Neurotransmitter transport	P	2	4.8780	3.3960	0.0260
9	Cation transport	P	7	1.5317	2.4120	0.0270
10	Intracellular signaling cascade	P	13	1.1754	2.3000	0.0350
11	Protein amino acid dephosphorylation	P	3	2.4590	2.5180	0.0440
12	Transmembrane receptor protein tyrosine phosphatase activity	F	2	15.3846	6.6500	0.0020
13	Calcium ion binding	F	12	1.6173	3.4040	0.0030
14	Potassium channel activity	F	4	3.3613	3.7230	0.0040
15	Metal ion binding	F	29	0.9894	2.6160	0.0100
16	Protein tyrosine phosphatase activity	F	3	4.4118	3.8950	0.0110
17	Potassium ion binding	F	3	3.5294	3.3370	0.0170
18	Cation channel activity	F	5	2.1368	2.8800	0.0180
19	Protein binding	F	42	0.8891	2.5600	0.0180
20	Voltage-gated potassium channel activity	F	3	3.2967	3.1750	0.0210
21	Diacylglycerol binding	F	2	5.0000	3.4500	0.0320
22	Calmodulin binding	F	3	3.0612	3.0030	0.0320
23	GTP binding	F	5	1.6611	2.2310	0.0490
24	Synapse	C	6	4.1958	5.3380	0.0000
25	Cytoskeleton	C	11	1.4805	2.9280	0.0060
26	Membrane fraction	C	9	1.5306	2.7450	0.0110
27	Synaptosome	C	2	6.4516	4.0480	0.0130
28	Integral to plasma membrane	C	13	1.3458	2.8240	0.0130
29	Plasma membrane	C	18	1.1016	2.4560	0.0180

Gene ontology (GO) types: P, biological process; F, molecular function; C, cellular component.

**Table 2:** GenMAPPs and gene ontologies significantly down-regulated by OPP in the brain

GenMAPP						
No.	MAPP name		Number changed	Percent changed	Z score	Permuted *P* value
1	Mm_Prostaglandin_synthesis_regulation		3	9.6774	4.1950	0.0080
2	Mm_TNF-alpha-NF-kB_NetPath_9		6	3.5928	2.7330	0.0100
3	Mm_Alanine_and_aspartate_metabolism		2	15.3846	4.5510	0.0110
4	Mm_Integrin-mediated_cell_adhesion_KEGG		4	4.4444	2.7170	0.0190
5	Mm_T-Cell-Receptor_NetPath_11		5	4.0323	2.7860	0.0260
6	Mm_Focal_adhesion_KEGG		6	3.3149	2.5090	0.0260
7	Mm_Hedgehog_Netpath_10		2	9.5238	3.3850	0.0330
8	Mm_Valine_leucine_and_isoleucine_degradation		2	7.4074	2.8560	0.0390

Gene ontology						
**No.**	**GO name**	**GO type**	**Number changed**	**Percent changed**	***Z*** **score**	**Permuted** ***P*** **value**

1	Aldehyde metabolism	P	3	33.3333	10.3410	0.0000
2	Actin filament organization	P	3	6.6667	4.1200	0.0070
3	Hormone-mediated signaling	P	2	20.0000	6.4200	0.0080
4	Lipid metabolism	P	11	1.8933	2.6100	0.0110
5	Acute-phase response	P	2	8.6957	3.9770	0.0240
6	Neurotransmitter transport	P	2	4.8780	2.7130	0.0470
7	Intracellular signaling cascade	P	16	1.4467	2.0290	0.0480
8	Oxidoreductase activity	F	17	2.5641	4.6740	0.0000
9	Aldehyde reductase activity	F	2	40.0000	9.2900	0.0010
10	Rho GTPase activator activity	F	2	11.7647	4.7640	0.0060
11	Electron transporter activity	F	6	3.4286	3.5830	0.0060
12	Protein kinase binding	F	3	5.6604	3.6920	0.0130
13	GTPase activator activity	F	4	3.3613	2.8700	0.0210
14	Catalytic activity	F	54	1.1499	2.2540	0.0260
15	NADH dehydrogenase activity	F	2	6.4516	3.2900	0.0290
16	Isomerase activity	F	4	2.9412	2.5480	0.0310
17	NAD binding	F	2	6.6667	3.3620	0.0360
18	Lyase activity	F	4	2.6846	2.3330	0.0470
19	Membrane fraction	C	13	2.2109	3.4610	0.0010
20	Cytoplasm	C	48	1.3761	3.4600	0.0010
21	Endoplasmic reticulum	C	11	2.0794	2.9490	0.0050
22	Ruffle	C	2	8.6957	3.9770	0.0140
23	Focal adhesion	C	2	8.3333	3.8740	0.0200
24	Actin filament	C	2	8.0000	3.7770	0.0250
25	Cytosol	C	7	2.0290	2.2660	0.0270
26	Microsome	C	4	2.8986	2.5130	0.0380

Gene ontology (GO) types: P, biological process; F, molecular function; C, cellular component.

Most of the significant functions up-regulated by OPP in brains of mice are those involved in neurotrophic activity. For example, genes which are involved in calcium ion binding, calmodulin binding, potassium ion transport, and transmembrane receptor protein tyrosine phosphatase activity were up-regulated. 

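Genes of calcium and calmodulin binding shifted upward as a group in the brains of mice given OPP, with 25 of 34 genes above 0 (mean log2 fold change 0.09, adjusted p = 0.0349 from camera, adjusted p = 0.308 with an estimated correlation). *Nrgn*, which encodes neurogranin, a calmodulin-binding protein of dendritic spines, had a log2 fold change of 0.67 (standard error 0.21), and *Ncald*, which encodes the calcium sensor neurocalcin delta, had one of 0.48 (standard error 0.18; 0.31 without OPP replicate 3, where it did not pass unadjusted). *Calb2*, which encodes calretinin, went the other way at -0.43 (standard error 0.13), as did the calmodulin kinase gene *Camk2d* at -0.23 (standard error 0.09, above background in 1 of 3 mice given OPP). At an unadjusted p under 0.05, 3 of the genes were higher and 2 lower; 0 passed in limma when adjusted over all probes and 0 when adjusted over the list alone. Without control replicate 1 the mean of the group was 0.05 and its adjusted p 0.392, without OPP replicate 1 0.160 and without OPP replicate 3 0.0631, the lowest being 0.0234 without control replicate 2. The 24 measured potassium channel genes did not shift (mean -0.00, median 0.05, direction in camera upward, adjusted p = 0.616). Of these, *Kcnk2*, which encodes the leak channel TREK-1, had a log2 fold change of 0.43 (standard error 0.15), *Kcns2*, which encodes a silent subunit, 0.21 (standard error 0.08, above background in 2 of 3 controls), and the A-type channel gene *Kcnd2* -0.30 (standard error 0.17; -0.12 without control replicate 1 and -0.47 without control replicate 2). *Kcnk2*, *Kcns2* and *Kcnab1*, which encodes a beta subunit of voltage-gated channels, were higher at an unadjusted p under 0.05, and 0 passed when adjusted over all probes or adjusted over the list alone. Of the 9 measured genes of receptor protein tyrosine phosphatases, 3 lay above 0 and 6 below (mean -0.00, median -0.04, direction in camera upward, adjusted p = 0.982). In this group the log2 fold change was -0.28 for *Ptprr* (-0.47 to -0.09 without 1 brain), 0.24 for *Ptprs* (0.06 to 0.44) and -0.15 for *Ptpre* (-0.28 to -0.07), and *Ptprn* alone had an unadjusted p under 0.05.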

Other genes involved in nervous system development, neurotransmitter transport, striated muscle contraction, synaptic transmission, and synaptogenesis were also up-regulated. These have implications for a role of OPP in increasing memory and reducing cognitive impairment.

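Genes of the postsynaptic density and of glutamate receptors shifted upward in the brains of mice given OPP, with 23 of 27 genes above 0 (mean log2 fold change 0.17, adjusted p = 1.24e-04 from camera, adjusted p = 0.224 with an estimated correlation). The 4 genes with the smallest unadjusted p were *Arc*, *Dlgap2*, *Nrgn* and *Gria3*, which act at dendritic spines. In this group 6 genes were higher and 0 lower at an unadjusted p under 0.05, and 0 passed when adjusted over all probes or adjusted over the list alone. Of the 6, 5 are network genes that the paper chose on these arrays, so that the shift is partly built in; the mean of the group without its 5 network genes was 0.09. Genes of synaptic vesicles and exocytosis shifted upward by less, with 20 of 31 above 0 (mean 0.06, adjusted p = 0.0393, adjusted p = 0.308 with an estimated correlation). *Stx1a*, which encodes syntaxin 1A of the vesicle fusion machinery, had a log2 fold change of 0.44 (standard error 0.16), *Unc13b*, which encodes the vesicle priming factor Munc13-2, 0.35 (standard error 0.13), and *Pclo*, which encodes the active zone protein piccolo, 0.28 (standard error 0.11). *Slc32a1*, which encodes the vesicular GABA transporter of inhibitory neurons, had one of -0.32 (standard error 0.12). Of the vesicle genes 5 were higher and 1 lower at an unadjusted p under 0.05, with 0 adjusted over all probes and 0 adjusted over the list alone. Of the 5, 3 are network genes, and without the 4 network genes of the vesicle group its mean was 0.02. Without 1 brain the adjusted p of the vesicle group lay between 0.0211 and 0.144, and it was over 0.05 without control replicate 1 (0.114), control replicate 2 (0.0957, mean 0.03), OPP replicate 2 (0.118) or OPP replicate 3 (0.144, mean 0.02). Genes typical of the striatum lay above 0 in 13 of 13 cases (mean 0.32, adjusted p = 7.07e-05, adjusted p = 0.459 with an estimated correlation), while the mean of 14 general neuron markers was -0.05 (adjusted p = 0.531). Among the striatal genes the log2 fold change was 0.39 for the phosphatase gene *Ptpn5*, 0.54 for the dopamine receptor gene *Drd1* (0.25 without control replicate 1) and 0.64 for *Rgs9*, which encodes a regulator of dopamine signaling (0.30 without control replicate 1). The mean of the striatal group was 0.10 without control replicate 1 (adjusted p = 0.182), 0.14 without OPP replicate 1 (adjusted p = 0.0954) and 0.56 without control replicate 2.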

Interestingly, many of these genes were under the regulation of *Bdnf* (brain-derived neurotrophic factor), as shown in Fig. 3. For example, genes such as *Arc* (activity regulated cytoskeletal-associated protein), *Cast* or *D14Ertd171e* (DNA segment, Chr 14, ERATO Doi 171, expressed), *Gria3* (glutamate receptor, ionotropic, alpha-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (alpha-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid) 3, alpha 3), *Kcnb1* (potassium voltage-gated channel, shab-related subfamily, member 1), *Kcnab1* (potassium voltage-gated channel, shaker-related subfamily, beta member 1), *Homer1* (homer homolog 1, *Drosophila*, transcript variant d), *Dlgap2* (discs, large homolog-associated protein 2, *Drosophila*), *Dlgh4* (discs, large homolog 4, *Drosophila*), *Sv2b* (synaptic vesicle glycoprotein 2 b), *Stx1a* (brain syntaxin 1A), *Gucy1b3* (guanylate cyclase 1, soluble, beta 3), *Ncald* (neurocalcin delta), *Bzrap1* (benzodiazapine receptor-associated protein 1), and *Pclo* (piccolo, presynaptic cytomatrix protein) are all under the regulation of *Bdnf*.

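All 13 of these genes that were measured here lay above 0 in the brains of mice given OPP, with log2 fold changes of 0.24 (*Kcnab1*) to 1.00 (*Arc*). The postsynaptic scaffold genes *Dlgap2* (0.50, standard error 0.15; on its dimmer tested probe 0.21, standard error 0.12, with overlapping groups), *Dlg4* (0.47, standard error 0.17) and *Homer1* (0.36, standard error 0.15; 0.22 without OPP replicate 3, where it did not pass unadjusted) and *Gucy1b1*, the guanylate cyclase gene called *Gucy1b3* in the network (0.38, standard error 0.14), lay between these. The vesicle protein gene *Sv2b* had a log2 fold change of 0.28 (standard error 0.12). In 9 of the 13 genes each mouse given OPP lay above each control, but *Dlg4*, at an intensity of 1312 ± 170 (SD, n = 3) in the mice given OPP and 953 ± 200 (SD, n = 3) in the controls, overlapped. On the authors' background-subtracted values the fold changes of the 13 genes were 1.21 to 2.13. The adjusted p from limma was 0.994 for each of them, and 11 passed at an unadjusted p under 0.05. The other two were *Erc2*, the active zone gene that the network calls *Cast* (0.26, standard error 0.12), and *Tspoap1*, which it calls *Bzrap1* and which binds Rab3 effectors at release sites (0.30, standard error 0.14; 0.46 without OPP replicate 2). Adjusted over the list alone 7 passed, but the study chose this list on these samples, so that it is not independent evidence. As a group the genes shifted upward (mean 0.41, adjusted p = 1.25e-13 from camera, adjusted p = 0.184 with an estimated correlation), and without 1 brain the adjusted p was at most 8.52e-10. Genes typical of the telencephalon, the forebrain part that holds the cortex and hippocampus, also lay higher, 17 of 19 above 0 (mean 0.24, adjusted p = 8.60e-06, adjusted p = 0.224 with an estimated correlation; mean 0.14 without control replicate 1). Among these, *Rprm* and *Mef2c*, which encodes a transcription factor of cortical neurons (0.41, standard error 0.11; 0.02 on its dimmer probe), were the 2 genes that passed when adjusted over the list alone. The paper states that the network of these genes in Fig. 3 is a mechanism by which OPP up-regulated genes of neuronal network maintenance and signaling. Its conclusion proposes that the improvements of the mice go back to higher expression of synaptogenesis and neurotransmission genes and lower expression of inflammatory genes.

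**Figure D1:**
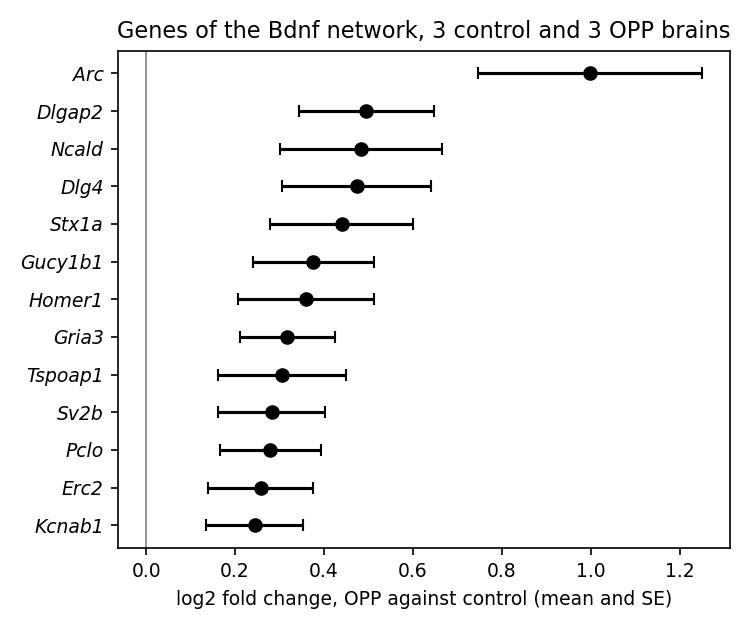
Log2 fold change (OPP minus control) of the 13 measured genes of the network, with bars of 1 standard error from limma (n = 3 brains per group). The genes lie between 0.24 and 1.00, all above 0.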

**Figure 3:**
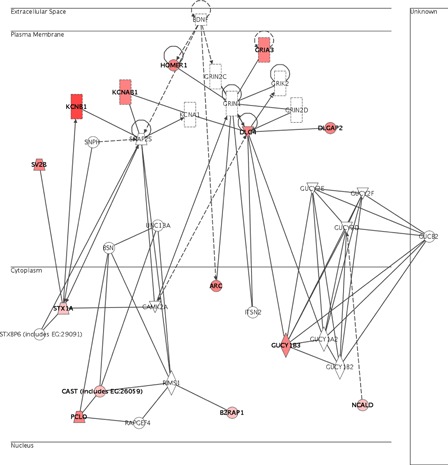
Genes up-regulated in the brain neurotrophic network. Genes identified as significantly up-regulated are colored red.

As inflammation has been implicated in brain aging, it was also interesting to find that genes involved in inflammation were down-regulated by OPP. In addition, genes involved in focal adhesion as well as alanine, aspartate, valine, leucine, and isoleucine metabolisms were down-regulated by OPP.

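Of 14 measured inflammatory and acute phase genes, 12 lay below 0 in the brains of mice given OPP, and the group shifted downward (mean log2 fold change -0.41, median -0.26, adjusted p = 1.85e-04 from camera, adjusted p = 0.224 with an estimated correlation). *Anxa2*, which encodes the membrane-binding protein annexin A2, had a log2 fold change of -0.62 (standard error 0.17), *Serpina3n*, a protease inhibitor gene that reactive astrocytes express, -0.42 (standard error 0.15; -0.26 without OPP replicate 1, where it did not pass unadjusted), and *Lcn2*, whose product lipocalin 2 is carried by granulocytes and secreted in inflammation, -1.66 (standard error 0.66, above background in 2 of 3 mice given OPP). With *Apod*, these were the 4 genes of the group at an unadjusted p under 0.05, and 0 passed when adjusted over all probes or adjusted over the list alone. Without control replicate 2 the mean of the group was -0.20 (adjusted p = 0.0520, range without 1 brain 1.54e-10 to 0.0520). Granulocyte genes differed by more. *S100a8*, which encodes a subunit of calprotectin, averaged an intensity of 5245 ± 6604 (SD, n = 3) in the controls and 385 ± 80.6 (SD, n = 3) in the mice given OPP (log2 fold change -2.96, standard error 0.71); without control replicate 2 its log2 fold change was -1.89 (adjusted p = 0.00205 from limma, and over 0.05 in the other settings). *S100a9*, which encodes the other subunit, *Camp*, which encodes the antimicrobial peptide cathelicidin, and *Ltf*, which encodes lactoferrin, had log2 fold changes of -1.65 (standard error 0.60), -1.74 (standard error 0.66) and -1.86 (standard error 0.61). *S100a9* and *Camp* were above background in 1 of 3 mice given OPP. *Ltf* was above background in 0 of 3 and was at least 3.53-fold higher in the controls, or at least 1.85-fold without control replicate 2. Without that brain the log2 fold changes were -0.93 for *Ltf* and -0.75 for each of *S100a9*, *Camp* and *Lcn2*. These granulocyte genes averaged 12.15 on the log2 scale in control replicate 2, 9.19 and 9.30 in the other controls, and 8.15, 8.15 and 8.16 in the mice given OPP. With genes of red blood cells, whose mean log2 fold change was -0.30 (-0.00 without control replicate 2), they make up 8 blood cell markers, all below 0 (mean -1.18, and -0.54 without control replicate 2, adjusted p = 1.71e-05, adjusted p = 0.308 with an estimated correlation; 1 gene lower when adjusted over the list alone). The 12 meningeal and fibroblast markers, *Apod* among them, also lay below 0 (mean -0.22, adjusted p = 1.85e-04, adjusted p = 0.233 with an estimated correlation); without OPP replicate 3 their mean was -0.11 (adjusted p = 0.0631). The 10 microglia and macrophage markers did not shift (mean -0.07, median 0.03, direction in camera upward, adjusted p = 0.982), but without control replicate 2 they shifted upward (adjusted p = 0.0492).

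**Figure D2:**
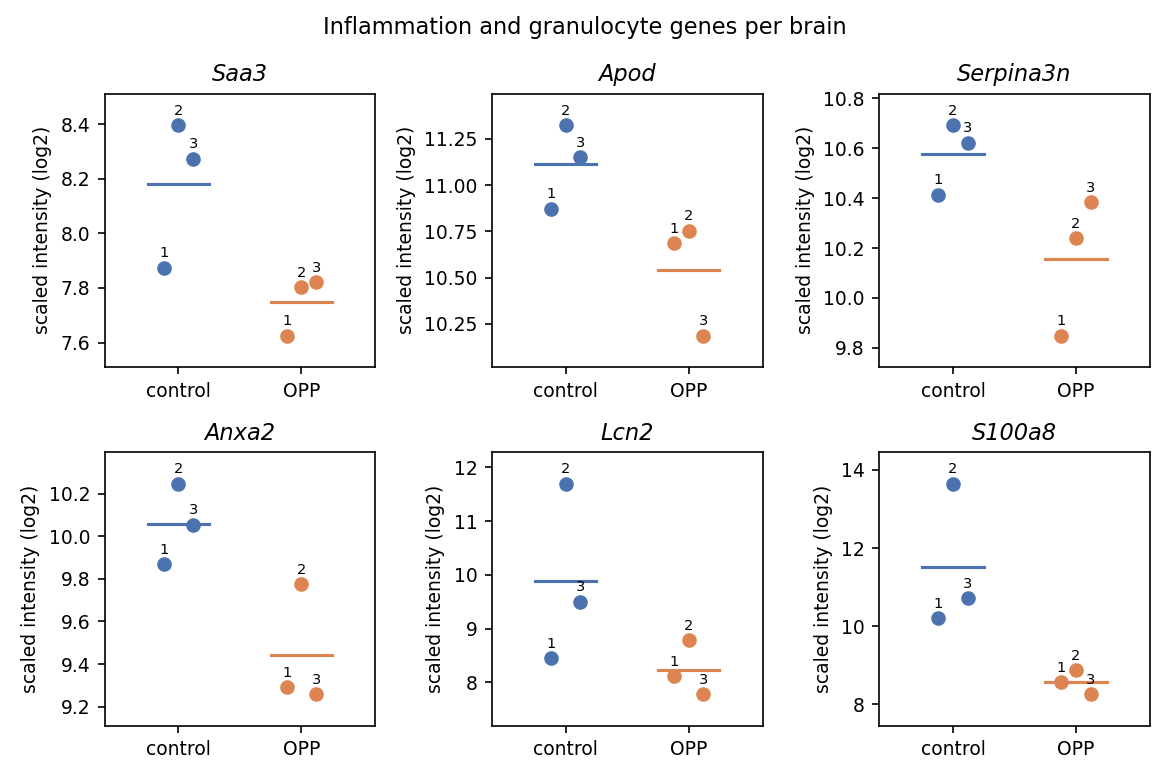
Intensity on the log2 scale of *Saa3*, *Apod*, *Serpina3n*, *Anxa2*, *Lcn2* and *S100a8* in each brain (points, numbered by replicate; the line is the mean of 3). Control replicate 2 lies highest for each of these genes, by most for *S100a8* and *Lcn2*, where the log2 fold changes are -2.96 and -1.66.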

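Genes of alanine, aspartate and branched-chain amino acid metabolism shifted downward in the brains of mice given OPP, with 24 of 31 genes below 0 (mean log2 fold change -0.09, adjusted p = 0.00604 from camera, adjusted p = 0.198 with an estimated correlation). *Aldh2*, which encodes the mitochondrial aldehyde dehydrogenase, had a log2 fold change of -0.43 (standard error 0.13), *Asl*, which encodes argininosuccinate lyase of the urea cycle, -0.36 (standard error 0.12), *Adssl1*, which encodes a synthase that uses aspartate in AMP synthesis, -0.30 (standard error 0.11), and *Ivd*, which encodes isovaleryl-CoA dehydrogenase of leucine breakdown, -0.25 (standard error 0.12). Of these genes 3 were lower at an unadjusted p under 0.05, and 0 passed when adjusted over all probes or adjusted over the list alone. The 29 measured genes of focal adhesion and the actin cytoskeleton did not shift, with 17 below 0 and 12 above (mean -0.03, adjusted p = 0.432). Among these, the adaptor gene *Bcar1*, *Vwf*, which encodes von Willebrand factor of vessel walls (-0.50, standard error 0.18), and *Zyx*, which encodes the adhesion protein zyxin (-0.32, standard error 0.12), were lower at an unadjusted p under 0.05, and the GTPase gene *Cdc42* had a log2 fold change of -0.26 (standard error 0.12). None of the 29 passed in limma when adjusted over all probes or adjusted over the list alone. *Vwf* is also 1 of 13 endothelial and mural cell markers, which shifted downward (mean -0.15, adjusted p = 0.00604, adjusted p = 0.198 with an estimated correlation); their adjusted p was 0.0516 without control replicate 2 and 0.0631 without OPP replicate 3. In that group the adhesion molecule gene *Esam* had a log2 fold change of -0.30 (standard error 0.11) and the glucose transporter gene *Slc2a1* one of -0.32 (standard error 0.14; -0.20 without control replicate 3).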

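*Fos*, the immediate early gene chosen as an up-regulated target, averaged an intensity of 964 ± 59.8 (SD, n = 3) in the brains of mice given OPP and 584 ± 92.5 (SD, n = 3) in the controls. This is a fold change of 1.65, and of 1.94 on the authors' background-subtracted values. *Bcar1*, which encodes the focal adhesion adaptor p130Cas and was chosen as a down-regulated target, averaged 936 ± 81.0 (SD, n = 3) in the mice given OPP and 1327 ± 246 (SD, n = 3) in the controls, a fold change of -1.42, and of -1.51 on the authors' values. On the log2 scale the changes were 0.73 (standard error 0.14, adjusted p = 0.705 from limma) for *Fos* and -0.49 (standard error 0.15, adjusted p = 0.994) for *Bcar1*, and both genes passed at an unadjusted p under 0.05. For each gene the values of the groups did not overlap (exact permutation test, p = 0.1, the smallest that 3 brains against 3 allow). *Fos* reached an adjusted p under 0.05 without control replicate 2 (0.0328), with array weights (0.0305) and in the approximation of the Illumina Custom error model (9.11e-04, and 0.0215 on the authors' values, an alternative chosen after the values were seen). Over all alternatives its log2 fold change was 0.64 to 0.99. Of the housekeeping genes, *Guk1*, which encodes a guanylate kinase, had a log2 fold change of -0.01, which the alternatives moved between -0.06 and 0.05, and the splicing factor gene *Srsf9* had one of -0.04, which they moved between -0.12 and 0.08. *Hnrnpab*, which encodes an RNA-binding protein, had one of -0.06 and stayed below 0 (-0.12 to -0.01).

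**Figure D3:**
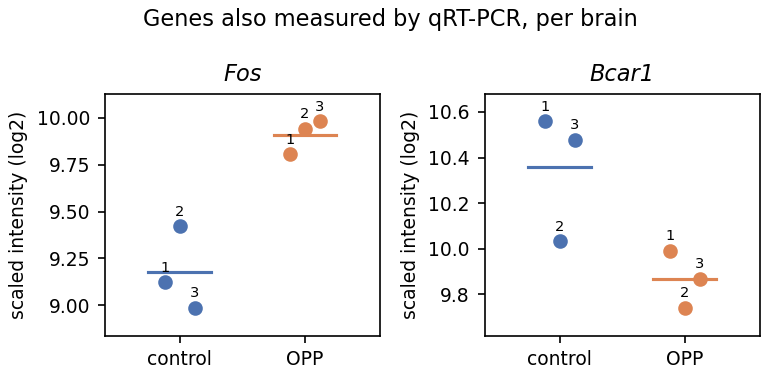
Intensity on the log2 scale of *Fos* and *Bcar1* in each brain (points; the line is the mean of 3 brains). The groups differ by 0.73 for *Fos* and by -0.49 for *Bcar1* (OPP minus control), with no overlap.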

The fold changes obtained from the real-time qRT-PCR technique were comparable to those obtained from the microarray technique (Fig. 4), thus showing that the microarray data analysis carried out was reliable.

**Figure 4:**
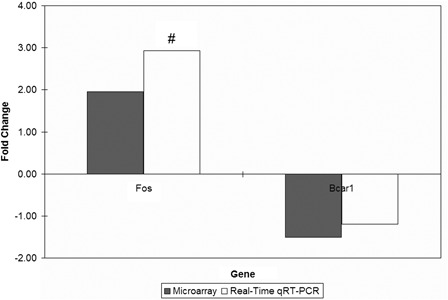
Gene expression fold changes of two target genes as determined by microarray and real-time qRT-PCR experiments. ^#^*P* < 0.05 for gene expression fold changes quantified by real-time qRT-PCR experiments as determined by two-tailed unpaired Student's *t*-test.

## Discussion

Many animal studies have shown that plant phenolics such as those from apple,^6^ berries,^2,4,7^ green tea,^8,9^ red wine,^10^ and pomegranate^11^ possess cognitive-enhancing effects. In addition, several plant extracts containing phenolic compounds such as those from *Polygala paniculata*^32^ and *Hypericum perforatum*^33^ were able to improve the rotarod performance of mice with induced Parkinson's disease. In the present study, the major components present in OPP are three isomers of caffeoylshikimic acid, caffeic acid, protocatechuic acid, and *p*-hydroxybenzoic acid. Although the compounds present in OPP were markedly different from these previously studied plant phenolics, the improved cognitive and motor functions found in mice given OPP in the present study suggest that OPP has similar neuroprotective properties. While the effects observed in the present study are mainly attributed to phenolic compounds, the possible effects of other components in OPP cannot be discounted, however. What is important here is that the extract in its entirety confers the outcomes reported in the present study.

In the long-term prevention and treatment of complex diseases, multi-component and multi-target botanical therapeutics administered through dietary interventions are particularly valuable.^34^ However, dietary interventions generally result in small effects on a big number of genes as compared to pharmaceutical interventions which elicit a larger but more targeted effect.^35^ As such, microarrays have become very important tools to dissect the molecular mechanisms by which antioxidants function and modulate gene expression,^36^ as they can fish out important regulated genes or biomarkers^37^ and detect a combined effect of several genes belonging to a similar biological pathway.^35^ In addition, phytochemicals such as phenolics are known to influence gene expression.^36^ Microarray analysis thus becomes an important tool to identify modulations of multiple gene networks caused by antioxidant micronutrients.^38^

The neurotrophic genes up-regulated by OPP are implied to have neuroprotective roles, and similar genes were found to be up-regulated by extracts of *Gingko biloba* leaves,^39^ which are already marketed as supplements to combat Alzheimer's disease, depression, short-term memory loss, as well as lack of attention and vigilance. Tyrosine phosphatases (*Ptprn* and *Ptprt*) are associated with the breakdown of intracellular neurofibrillary tangles, a hallmark lesion of Alzheimer's disease, while ionotropic glutamate receptor (*Gria3*) plays an integral role in synaptogenesis and the formation of neuronal circuitry.^39^ Both of these types of genes (*Ptprn*, *Ptprt*, and *Gria3*) were up-regulated by OPP.

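*Ptprn*, which encodes a phosphatase-like protein of dense-core vesicles, averaged an intensity of 556 ± 76.0 (SD, n = 3) in the brains of mice given OPP and 434 ± 31.2 (SD, n = 3) in the controls. Its log2 fold change was 0.35 (standard error 0.13, adjusted p = 0.994 from limma), a fold change of 1.47 on the authors' values. *Gria3*, which encodes an AMPA receptor subunit, averaged 473 ± 7.71 (SD, n = 3) in the mice given OPP and 381 ± 37.3 (SD, n = 3) in the controls on the brightest of its 3 probes, with a log2 fold change of 0.32 (standard error 0.11, adjusted p = 0.994). Its other probes had log2 fold changes of -0.02 (standard error 0.18) and 0.29 (standard error 0.15) and were above background in 2 and 1 of the 3 controls. For *Ptprn* and for the brightest *Gria3* probe, each mouse given OPP lay above each control and the unadjusted p was under 0.05. *Ptprt* was not analysed here.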

The up-regulated *Bdnf* network represents a molecular mechanism by which OPP up-regulated genes involved in neuronal network maintenance and signaling. *Bdnf* influences the differentiation and survival of neurons and the maintenance of their arborizations.^40^ *Bdnf* is also essential to molecular mechanisms of synaptic plasticity, neural development, and brain cell survival.^41^ 

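*Bdnf*, which encodes the neurotrophin that the network is built around, was represented by 2 probes, and neither was above background in any of the 6 brains. They averaged intensities of 179 and 162 in the mice given OPP and 180 and 181 in the controls, below the lowest intensity of any detected probe on each array (273 to 284), so that no fold change of the gene can be given.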

Although the *Bdnf* gene was not significantly up-regulated in the present study due to the filtering criteria used, it might play a probable role at the post-transcriptional or protein level. The BDNF protein would thus be an important target for future experiments investigating the neuroprotective effects of OPP.

The neuroplasticity associated gene, *Arc*, which is a direct transcriptional target of EGR (early growth response) transcription factors, was also up-regulated by OPP. 

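*Arc* had the largest log2 fold change upward among named genes that passed at an unadjusted p under 0.05 without overlap of the groups, with an intensity of 2188 ± 561 (SD, n = 3) in the brains of mice given OPP and 1107 ± 371 (SD, n = 3) in the controls (standard error 0.25, adjusted p = 0.994 from limma). Without control replicate 2 its log2 fold change was 1.26 (adjusted p = 0.0348), and in the other settings its adjusted p stayed above 0.05. The transcription factor genes *Egr1* and *Egr4* also lay higher. *Egr1* averaged 3716 ± 888 (SD, n = 3) in the mice given OPP and 2284 ± 497 (SD, n = 3) in the controls, a log2 fold change of 0.70 (standard error 0.20), and *Egr4* had one of 0.66 (standard error 0.20; 0.42 without control replicate 1). The adjusted p of both was 0.994 from limma. Both passed at an unadjusted p under 0.05 with each mouse given OPP above each control. The rule that named them among the largest changes required both properties.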

Similar to the *Egr*s, the *Arc* gene is rapidly induced by synaptic activity, and its expression depends upon excitatory synaptic NMDA (*N*-methyl-d-aspartic acid) receptor activation and intracellular MAPK (mitogen-activated protein kinase) signaling. It has a critical role in maintaining long-term potentiation and long-term memory.^42^ *Dlgh4* or *Psd-95* (discs large homolog 4), is a post-synaptic marker which was significantly decreased by beta-amyloids but induced by withanosides from Ashwagandha (root of *Withania somnifera*), a herbal drug in ayurvedic medicine commonly used as a tonic and nootropic agent.^43^ 

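*Fos* belongs to the immediate early genes, which neurons switch on within minutes of activity. Of 37 such genes on the array 15 were measured above background, and 13 of these lay above 0 in the brains of mice given OPP. As a group they shifted upward (mean log2 fold change 0.38, adjusted p = 1.80e-09 from camera, adjusted p = 0.224 with an estimated correlation), and without 1 brain the adjusted p was at most 4.12e-06. The 4 genes with the smallest unadjusted p were *Fos*, *Arc*, *Egr1* and *Egr4*. In the group 8 genes were higher and 0 lower at an unadjusted p under 0.05, and 5 passed when adjusted over the list alone and 0 in limma when adjusted over all probes. Of the 8, 2 are network genes that the paper chose on these arrays, and the mean of the group without its 2 network genes was 0.34. *Fos* is also a gene that the paper names as up-regulated on these arrays. Glucocorticoid-responsive genes, which stress hormones switch on, shifted the other way (19 genes, mean -0.26, adjusted p = 2.58e-04, adjusted p = 0.375 with an estimated correlation), though without control replicate 2 their mean was -0.14 (adjusted p = 0.109, range without 1 brain 3.16e-11 to 0.109). In that group the kinase gene *Sgk1* had a log2 fold change of -0.71 (standard error 0.22), the metallothionein gene *Mt1* one of -0.33 (standard error 0.09) and *Errfi1*, which encodes an inhibitor of EGF receptors, one of -0.31 (standard error 0.12).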

Another gene up-regulated by OPP is *Fos* (Finkel–Biskis–Jinkins osteosarcoma), which is a marker of neuronal activity and plasticity. The age-related decline of *Fos* in the hippocampi of aged rats was also found to be attenuated by the ginsenoside Rg1 from *Panax ginseng*.^44^ The up-regulation of the *Arc*, *Dlgh4*, and *Fos* genes by OPP indicates that the extract enhances synaptic maturation, increases synaptic density, and induces local dendritically targeted protein synthesis in the brain, effects also known to be caused by increased *Bdnf* expression, as suggested by Yin *et al.*^40^

These possible cognitive-enhancing effects of OPP in the brain were also similar to the findings made by Lau *et al.*,^2^ in which blueberry antioxidants supplemented to Fisher 344 rats improved the cognitive performance of these animals as well as increased their brain neurogenesis and neuronal signaling. Hydroxytyrosol-rich olive mill wastewater extract was also found to protect murine-dissociated brain cells *in vitro* and *ex vivo* when they were challenged with ferrous ion-induced and nitric oxide-induced cytotoxicity, suggesting neuroprotective effects of the phenolic extract.^45^

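*Apod*, a lipid carrier gene of glia and meningeal cells, averaged an intensity of 1512 ± 304 (SD, n = 3) in the brains of mice given OPP and 2238 ± 347 (SD, n = 3) in the controls. Its log2 fold change was -0.57 (standard error 0.18, adjusted p = 0.994 from limma), a fold change of -1.56 on the authors' background-subtracted values. *Saa3*, an acute phase gene, was above background in 2 of 3 controls and in 0 of 3 mice given OPP, and its mean detection level kept it out of the limma test. It averaged an intensity of 216 ± 15.7 (SD, n = 3) in the mice given OPP and 294 ± 52.9 (SD, n = 3) in the controls, so that it was at least 1.05-fold higher in the controls. For both genes each mouse given OPP lay below each control (exact permutation test, p = 0.1). *Spp1* was not analysed here.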

As inflammation has been implicated in brain aging, it was also interesting to find that genes involved in inflammation, such as *Spp1* (secreted phosphoprotein 1 or osteopontin), *Saa3* (serum amyloid A3), and *Apod* (apolipoprotein D), were down-regulated by OPP supplementation in this study. *Spp1* is a pro-inflammatory protein reported to be up-regulated in several types of cancer and multiple sclerosis.^46^ The levels of serum amyloid A proteins which are members of the acute phase protein family, are increased in response to various injuries and have been implicated in the pathogenesis of chronic inflammatory diseases.^47^ On the other hand, *Apod* is associated with excitotoxic stress resulting in brain aging^48,49^ and Parkinson's disease.^50^ The down-regulation of these three genes in the brains of mice given OPP signifies that the extract possesses anti-inflammatory effects which can contribute towards the prevention of brain aging.

In addition, genes involved in focal adhesion were down-regulated by OPP. Focal adhesion is a mechanism embodying the actin and cytoskeleton cell connections of a cell to the extracellular matrix. One of these genes, *Actb* (beta-actin), encoding a cytoskeletal protein found to be elevated in the brains of Alzheimer's disease patients and in reactive glia, was noted to be down-regulated. This was also seen by Deshane *et al.*^51^ in the brains of mice fed a grape seed extract enriched with proanthocyanidins.

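*Actb* was represented by 3 probes, and their log2 fold changes in the brains of mice given OPP were -0.06 (standard error 0.11), -0.11 (standard error 0.17) and -0.05 (standard error 0.18). The brightest probe averaged an intensity of 9444 ± 1154 (SD, n = 3) in the mice given OPP and 9835 ± 413 (SD, n = 3) in the controls (adjusted p = 0.996 from limma). On the authors' values the fold changes of the 3 probes were -1.04, -1.11 and -1.06. The groups overlapped for each probe, none passed at an unadjusted p under 0.05, and the alternatives moved the log2 fold change of the brightest probe between -0.15 and 0.03.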

Genes involved in alanine, aspartate, valine, leucine, and isoleucine metabolisms were also down-regulated by OPP. Ramassamy^52^ has suggested that the prevention of the oxidation of some of these amino acids by *Gingko biloba* may have helped prevent the formation of beta-amyloid fibrils in Alzheimer's disease. Other functions down-regulated by OPP include electron transporter activity, guanosine triphosphatase activator activity, and intracellular signaling cascade. 

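Genes of the mitochondrial electron transport chain shifted downward in the brains of mice given OPP, with 32 of 43 genes below 0 (mean log2 fold change -0.07, adjusted p = 0.00768 from camera, adjusted p = 0.459 with an estimated correlation). *Ndufa4*, which encodes a subunit of cytochrome c oxidase, had a log2 fold change of -0.36 (standard error 0.12), and the complex I genes *Ndufv1*, *Ndufa1* and *Ndufa13* had ones of -0.23 (standard error 0.10), -0.20 and -0.17 (-0.10 for *Ndufa13* without OPP replicate 3). Among the 43 genes 2 were lower at an unadjusted p under 0.05, and 0 passed when adjusted over all probes or adjusted over the list alone. The adjusted p was over 0.05 without control replicate 2 (0.767, mean -0.036), OPP replicate 1 (0.0910, mean -0.058) or OPP replicate 3 (0.0880, mean -0.054), and with quantile normalization (0.0708), neqc (0.0663), normexp (0.0686) or array weights (0.964), over a range of 1.68e-04 to 0.964 in all alternatives. Genes of aldehyde metabolism and aldo-keto reductases did not shift (11 genes, mean -0.06, adjusted p = 0.351); in that group the reductase gene *Akr1a1* had a log2 fold change of -0.24 (standard error 0.11), *Akr7a5* one of -0.23 (0.01 on its dimmer probe; -0.15 without OPP replicate 3) and *Dhrs4* one of 0.16 (0.08 without OPP replicate 1), and *Dcxr*, which encodes another reductase, was above background in 2 of 3 controls and 0 of 3 mice given OPP.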

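*Dnajc4*, a member of the DnaJ family of co-chaperone genes, averaged an intensity of 350 ± 16.8 (SD, n = 3) in the brains of mice given OPP and 419 ± 36.8 (SD, n = 3) in the controls, and each mouse given OPP lay below each control. The log2 fold change was -0.26 (standard error 0.10, adjusted p = 0.994 from limma), a fold change of -1.42 on the authors' background-subtracted values. It passed at an unadjusted p under 0.05, as did the small heat shock gene *Hspb8* (-0.67, standard error 0.28; -0.40 without control replicate 1, where it did not pass, and -1.02 without control replicate 2). Heat shock and DnaJ chaperone genes as a group did not shift (27 genes, mean -0.00, median 0.03, direction in camera upward, adjusted p = 0.982). In that group the co-chaperone gene *Dnajc12* had a log2 fold change of -0.19 and the HSP110 gene *Hsph1* one of 0.31 (0.15 to 0.47 without 1 brain).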

*Dnajc4* (*DnaJ Hsp40* homolog, subfamily C, member 4) which encodes a chaperone protein, was also down-regulated by OPP. In experiments conducted by Lee *et al.*,^48^ a related gene *Hsp40* (*DnaJ* homolog 1) which was up-regulated by aging in the brains of mice, was attenuated 100% by caloric restriction. In addition, two homeobox genes (*Hoxa5* and *Hoxb5*) were turned off in the present study as their expression in the brain could not be detected after the supplementation of OPP. 

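*Hoxb5*, a homeobox transcription factor gene of hindbrain and spinal cord identity, fell from an intensity of 668 ± 50.6 (SD, n = 3) in the controls to 176 ± 25.8 (SD, n = 3) in the brains of mice given OPP. *Hoxa5*, its paralog in the HoxA cluster, fell from 450 ± 114 (SD, n = 3) to 174 ± 21.7 (SD, n = 3). Both were above background in 3 of 3 controls and in 0 of 3 mice given OPP, so that only a bound can be set on the fold change. *Hoxb5* was at least 2.41-fold higher in the controls (log2 fold change -1.93, standard error 0.12, adjusted p = 2.43e-04 from limma) and *Hoxa5* at least 1.59-fold (log2 fold change -1.35, standard error 0.16, adjusted p = 0.0498). The bound sets the mean of the controls on the log2 scale against the lowest intensity of a detected probe on each array of the other group. *Hoxb5* kept an adjusted p under 0.05 in every alternative except the methods' t-test for behaviour and qRT-PCR (0.708). *Hoxa5* did not without control replicate 1 (0.0549), control replicate 3 (0.0563), OPP replicate 1 (0.477), OPP replicate 2 (0.422) or OPP replicate 3 (0.407). Its adjusted p was 0.00132 without control replicate 2, 0.0701 with quantile normalization, 0.116 without the intensity trend in limma, 0.268 on the authors' values in the Illumina Custom error model, an alternative chosen after the values were seen, and 0.994 in the methods' t-test. Of 16 other *Hox* genes of the hindbrain and spinal cord list with a probe, 2 (*Hoxb2* and *Hoxb4*) were above background in any brain, with log2 fold changes of -0.04 and -0.08. Both were above background in only 2 of 3 controls and lay close to the lowest detected intensity, so that a fall could hardly show. The hindbrain and spinal cord markers measured, 6 genes with *Hoxa5* and *Hoxb5* among them, had a mean of -0.59 and a median of -0.14 (adjusted p = 1.26e-05 from camera, adjusted p = 0.184 with an estimated correlation), and the mean of the other 4 was -0.07. Without control replicate 2 this list held 8 tested genes, and its mean was -0.60 and its median -0.34.

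**Figure D4:**
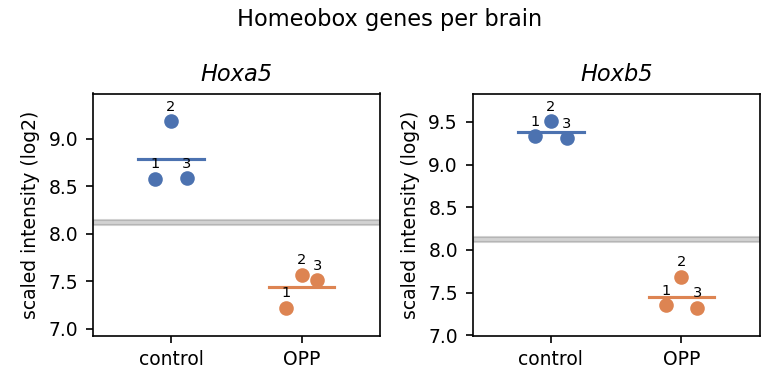
Intensity on the log2 scale of *Hoxa5* and *Hoxb5* in each brain (points; the line is the mean of 3 brains). The grey band spans the lowest intensity of a detected probe over the 6 arrays; the controls lie above it and the mice given OPP below it.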

*Hoxb5* was found up-regulated in incipient Alzheimer's disease.^53^

The up-regulation of genes involved in brain development and activity as well as the down-regulation of genes involved in inflammation in the brains of mice thus imply that OPP may have some neuroprotective and anti-inflammatory effects. These microarray results are in agreement with the results of epicatechin supplementation to C57BL/6 mice, in which genes involved in learning were up-regulated while those involved in inflammation were down-regulated.^9^

We acknowledge that the biggest limitation in this study is the fact that brain histology coupled with protein measurements had not been carried out. However, this present study was meant to be exploratory rather than confirmatory as no studies on the effects of OPP on the brain were reported before this. After carrying out the water maze and rotarod trials, we found that OPP had effects on the brain which could manifest physiologically. As whole genome microarrays would be able to detect the expression changes of a large number of genes, we then decided to carry out transcriptomic analysis on the brains and identify the gene expression changes which might provide initial clues to help explain how OPP confers these neuroprotective effects. We hope that based on the present study, we could further extend the findings by carrying out experiments on other animal models in the future, such as mice genetically modified to have brain-related diseases. In these models, immunohistochemistry carried out on the brain to detect BDNF would be more meaningful to confirm the proteins and brain structures affected by OPP.

In conclusion, we found that OPP has significant neuroprotective properties as it improved the cognitive and motor functions of mice on a normal diet. These improvements can be attributed to the up-regulation of synaptogenesis and neurotransmission genes as well as the down-regulation of inflammatory genes caused by the compounds. This study also implies the possible application of OPP in the prevention and treatment of neurodegenerative diseases such as Alzheimer's and Parkinson's.

How the deposited data were processed for this re-analysis (not part of the article)

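Gene expression was analysed in brains of male BALB/c mice aged 12 weeks, 3 given distilled water (control) and 3 given OPP at 1500 ppm gallic acid equivalent for 6 weeks. Each brain was measured on 1 Illumina MouseRef-8 array. The labels and the paper name the condition and the replicate number of each array, and 0 columns of other samples were found. The paper describes other hybridized samples that were removed as outliers; these were not analysed here.

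The authors summarized the beads of each probe with BeadStudio (version 1.5.1.3) and deposited, per probe and array, a mean intensity on a linear scale without normalization and a detection p-value against the negative control beads. The authors also deposited a table of background-subtracted and scaled intensity values of the same arrays, which was used as an alternative and for the fold changes said to be on the authors' values. Each array of that table is a straight line of the non-normalized intensities, with 174 to 209 units subtracted per array, so that the non-normalized intensities still hold the background. The design written for this work had assumed background-subtracted intensities; its steps were kept as written. The medians of the authors' background-subtracted values were 31.0, 33.2 and 31.3 in the controls and 32.3, 32.5 and 31.8 in the mice given OPP.

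Of 24048 probes, 4 spike-in probes were left out. Gene symbols come from the platform annotation, updated through Entrez gene IDs in a RefSeq gene table of assembly GRCm38.p6 that was used for names only: 19397 probes had 1 symbol (14776 symbols), 4651 had none and 0 had several; all 19397 IDs matched and 0 symbols changed. No gene was named from a probe without a symbol. *Ptprt* and *Spp1* were not analysed here, and 1 item is not reported here. Where a gene has several probes, the brightest tested one leads and the others are given where they differ.

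Intensities were scaled between arrays by the median ratio to the average control array over rank-invariant probes (rank percentiles 50 to 90 and a relative rank change under 0.05), set to at least 10 and put on the log2 scale. The detection level is 1 minus the detection p-value. Probes with a mean detection level over 0.99 in at least 1 group were tested, 7611 in all, 6527 of them with a symbol. The groups were compared with limma (version 3.58.1, R 4.3.3) by lmFit and eBayes with an intensity trend and Benjamini-Hochberg adjustment at 0.05. The linear fold change is the ratio of group means, negative where OPP is lower, as in the paper's methods. A probe above background in one group and on no array of the other is given a bound on its fold change: the brighter group's mean on the log2 scale is set against the mean, per array of the dimmer group, of the higher of its own value and the lowest intensity of a detected probe. Of a single value, an exact two-sided permutation test is given. The number of arrays limits the precision.

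Sets of genes were compared with the other tested genes by camera (preset correlation 0.01, 1 probe per gene), with an estimated correlation and the rotation test fry as alternatives. The 31 lists were written from general knowledge before the data were examined, apart from the list of network genes, which the paper chose on these samples. They are the network genes named by the paper, immediate early, synaptic vesicle, postsynaptic, potassium channel, calcium and calmodulin binding, receptor protein tyrosine phosphatase, inflammatory, focal adhesion, amino acid metabolism, electron transport chain, aldehyde metabolism, chaperone, antioxidant and NRF2 target, circadian clock, glucocorticoid-responsive and cytosolic ribosomal protein genes, and markers of neurons, astrocytes, oligodendrocytes, microglia, endothelial cells, choroid plexus, meninges, blood cells, telencephalon, striatum, cerebellum, hindbrain and spinal cord, hypothalamus, and thalamus. Some genes are in more than 1 list, such as *Arc*, *Dlgap2*, *Nrgn*, *Apod*, *Vwf* and *Lcn2*.

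The genes named in the text were fixed beforehand by a rule. It takes every gene the paper names, up to 4 members per list with the smallest unadjusted p, and the 8 genes with the largest change in each direction among those with an adjusted p under 0.05. Where these were fewer than 8, genes with an unadjusted p under 0.05 and groups without overlap fill the places. The genes called without control replicate 2, the other *Hox* genes, and *Btbd3*, *Triobp*, *Etnppl*, *Gpsm1* and *Mug1* were named after their values were seen.

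The fit and the set tests were tested on simulated data. Each probe was drawn with its own spread in the real arrays or the median spread of all probes, whichever was larger. The spread was thus more even than in the real arrays, and no brain that stands apart was simulated. Of 67 probes changed by a log2 value of 0.5, limma recovered 18 at an adjusted p under 0.05, of 67 changed by 1 it recovered 63, and of 66 changed by 2 it recovered 65, with 9 false calls among 7411 unchanged probes of the 7611. Of 20 simulated lists, camera called the 5 that were moved and 0 others, with either correlation, and fry called the 5 and 3 others. The simulated values were drawn independently for each probe, whereas the correlation estimated from the real arrays was 0.89 in the striatum list. The simulation therefore cannot test the preset correlation, on which the calls of lists depend.

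Alternatives tried were quantile normalization, no normalization, neqc (offset 16), normexp (offset 50) with quantile normalization, the authors' values, floors of 1 and 50, no detection filter, detection on every array of a group, no intensity trend, array weights, the replicate number as a block, leaving out each replicate, the methods' t-test (Student's, which the paper applied to behaviour and qRT-PCR and not to the arrays), an approximation of the Illumina Custom error model, 1 probe per gene, and a fold change of at least 1.2. The error model of the authors' software was approximated, since its bead-level inputs were not used here. It takes as each probe's SD the larger of the observed SD and a robust linear trend of SD on intensity, fitted with MASS (version 7.3.60.0.1). The BeadChip as a block was not run, since the columns name no chip. The ontology and pathway tables of the paper were not analysed here; lists of genes of the same functions were compared instead. Array weights and the set tests used statmod (version 1.5.0), and figures were drawn with matplotlib (version 3.10.9) in Python 3.11.15.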

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

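The tests weighed here were chosen after the results were seen, except the adjustment of the network genes for a forebrain score and the other splits of the arrays. If the mice of each group shared a cage, none of these tests can tell cage from treatment. Groups of genes that the paper does not discuss are given here where camera called a shift between the mice given OPP and the controls; no such call held with an estimated correlation between genes.

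Markers of the hindbrain and spinal cord had a mean log2 fold change of -0.59, which rests on *Hoxa5* and *Hoxb5*. The tables argue against scaling between the arrays as the cause, since without it both genes stayed lower at an adjusted p under 0.05 from limma (*Hoxa5* -1.29 on the log2 scale, a size that is not exact because the OPP brains lie at background). Less hindbrain or spinal cord tissue in the OPP samples cannot be told apart from a change of these genes: the 9 other such genes detected in any brain had a median of -0.11 (range -0.54 to 0.04), but only 2 of them were above background in every control. Without control replicate 2 the list held 8 tested genes, *Hoxa5* and *Hoxb5* among them, and its mean was -0.60 and its median -0.34. The level at which the brainstem was severed may therefore account for the difference, and an effect of OPP on *Hoxa5* and *Hoxb5* also stays open.

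Blood cell markers had a mean of -1.18, and the granulocyte genes among them -2.05. More blood in the control brains is argued against as the whole cause, since the erythroid genes had a mean of -0.30, a difference of -1.76 (-0.00 and -1.08 without control replicate 2), and OPP replicate 2 had erythroid genes at 10.99 on the log2 scale with granulocyte genes at 8.15. Without control replicate 2 the granulocyte genes still had a mean of -1.08, so that brain alone did not make up the difference on these arrays. Both other controls lay above every mouse given OPP. This was partly built in, since these genes were taken up after groups without overlap were seen on the same arrays. Chance among so few brains is therefore not excluded, and the size is not exact where OPP brains lie at background. For the inflammatory genes it cannot be told whether control replicate 2 alone made the difference. Their mean without it was -0.20 at an adjusted p of 0.0520 from camera. Fewer granulocytes in brains of mice given OPP, an inflammation of the control mice and marrow of the skull in the control samples may each account for the granulocyte genes; these were not tested.

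Telencephalon markers had a mean of 0.24 and striatum markers one of 0.32, so a larger share of forebrain tissue in the OPP samples may raise genes of the synapse and of neuronal activity. With a score of 30 forebrain genes as a covariate, which itself differed by 0.26 (exact permutation test, p = 0.3), the network genes had a mean of 0.34 (standard error 0.10, 3 residual degrees of freedom) against 0.41 (standard error 0.09) without it; the paper chose these genes as higher on the same arrays, so this value excludes nothing and forebrain tissue stays open as the cause. For the immediate early genes it stays open as well, since their mean was 0.24 (standard error 0.14) with the score and 0.38 (standard error 0.15) without it. A stress hormone response would raise glucocorticoid-responsive genes, whose mean was -0.26, and without control replicate 2 it was -0.14, still opposite to such a rise but at an adjusted p of 0.109, so that explanation stays open too. An effect of OPP on neuronal activity remains among the open explanations.

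Antioxidant and NRF2 target genes, which electrophiles and phenolics can induce, had a mean log2 fold change of -0.076 (34 genes, 26 below 0, adjusted p = 0.00910, adjusted p = 0.198 with an estimated correlation), with -0.33 for *Mt1*, -0.29 for *Gpx3* (-0.16 without OPP replicate 1), -0.25 for *Mt2* and -0.23 for *Prdx4*; without control replicate 2 the adjusted p was 0.172, and with array weights it was 0.0909. Endothelial and mural cell markers had one of -0.15, and meningeal and fibroblast markers one of -0.22. Astrocyte markers had one of -0.12 (15 genes, 13 below 0, adjusted p = 0.0126 from camera, adjusted p = 0.375 with an estimated correlation, *Plpp3* -0.25 and on its dimmer probe -0.04); without control replicate 1 the mean was -0.059 (adjusted p = 0.204) and without OPP replicate 3 the adjusted p was 0.0631. Oligodendrocyte and myelin markers had one of -0.12 (18 genes, 13 below 0, adjusted p = 0.0126, adjusted p = 0.617 with an estimated correlation, *Trf* -0.56); without control replicate 1 the mean was 0.0012 (adjusted p = 0.972), without control replicate 3 it was -0.098 (0.0772), without OPP replicate 1 it was -0.063 (0.261), and without control replicate 2 it was -0.27.

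The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05, whatever the result. A split and its mirror image count as one, so for each other split the larger of its numbers of probes higher and lower was taken. Counting the real split, a result as large came from 10 splits for probes higher at an adjusted p under 0.05 (real 0, highest other 1) and from 1 split for probes lower (real 2, highest other 1). For probes at an unadjusted p under 0.05 it came from 7 splits for those higher (real 141, highest other 726) and 6 for those lower (real 166, highest other 726). For the number of lists with a shift it came from 1 split (real 18, highest other 14), for the mean of the network genes from 1 (real 0.41, highest other 0.27; this was built in, since the paper chose them on the real split), and for the mean of the inflammatory genes, without its sign, from 2 (real 0.41, highest other 0.43). The split of control replicates 1 and 3 and OPP replicate 3 against the others called 1109 probes at an unadjusted p under 0.05, against 307 in the real one, which points to a structure of the samples other than the treatment.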

How the results depend on the processing

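Only the authors' values with the Illumina Custom error model were added as an alternative after the values were seen; the other alternatives were fixed earlier. Under the fixed alternatives, 1320 values of the tallied genes kept their side of an adjusted p of 0.05, 9 gained a call and 9 lost it. Only *Hoxa5* and *Hoxb5* were called in the main setting, so nearly all values that kept their side are of uncalled genes. The 9 lost calls were all of *Hoxa5* or *Hoxb5*, mostly of *Hoxa5*. The tallied genes were those the paper names, those with the largest changes and the leading members of lists of functions the paper reports. Genes named for other reasons, such as *Zic1*, were not tallied. Of the shifts of lists 568 kept their side, 14 were gained and 69 lost. Near 0 the sign could change: 13 values of 3 uncalled tallied genes (*Actb*, *Guk1* and *Srsf9*) and 48 means of 13 lists did so. Of tallied genes called in either setting 0 changed sign, and of lists called in either setting 0 reversed by the direction in camera, though the means of the oligodendrocyte list without control replicate 1 (0.0012) and the microglia list without control replicate 2 (0.078) lay on the other side of 0. Floors of 1 and 50 moved nothing, since 0 scaled intensities lie under them, and say nothing about stability. Where no cause is named below, the cause was not tested.

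With quantile normalization 1 probe was lower at an adjusted p under 0.05 (*Hoxb5*), and the electron transport genes had an adjusted p of 0.0708; with neqc it was 0.0663 and with normexp 0.0686. Without normalization 68 probes were lower at an unadjusted p under 0.05, and the adjusted p was 0.0807 for the vesicle genes and 0.0630 for the calcium genes. The similarity of arrays, as the lowest correlation between any pair, was 0.954 in the main setting, 0.939 with neqc, 0.930 on the authors' values and 0.969 without a detection filter. That last setting tests 24044 probes, so 533 were higher and 520 lower at an unadjusted p under 0.05, and the adjusted p was 0.297 for the vesicle genes and 0.201 for the calcium genes. Without the intensity trend 1 probe was lower at an adjusted p under 0.05. With array weights 1 was higher (*Fos*), 302 were higher and 473 lower unadjusted, and the adjusted p was 0.126 for the vesicle genes, 0.964 for the electron transport genes and 0.0909 for the antioxidant genes. With all probes of each gene the adjusted p of the calcium genes was 0.0532. With 1 probe per gene 105 genes were higher and 136 lower unadjusted, and with a fold change of at least 1.2 112 probes were higher and 128 lower.

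The approximated Custom error model called 3 probes higher and 5 lower (*Etnppl*, *Gpsm1*, *Hoxa5*, *Hoxb5* and 1 without a name) at an adjusted p under 0.05, and on the authors' values 2 higher (*Fos* and *Pamr1*) and 4 lower (*Btbd3*, *Hoxb5*, *Triobp* and 1 without a name). The methods' t-test for behaviour and qRT-PCR called 0 higher and 0 lower, against 144 higher and 200 lower unadjusted, and 9 of the paper's genes in its direction, against 18 with limma.

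With an estimated correlation 0 lists shifted: the adjusted p was 0.184 for the network genes, 0.224 for the immediate early, postsynaptic and inflammatory genes, 0.308 for the vesicle and calcium genes, 0.198 for the amino acid genes and 0.459 for the electron transport genes. With fry 1 list was called (hindbrain and spinal cord, 0.0106), and these values were 0.0887, 0.239 (immediate early and postsynaptic), 0.326 (inflammatory), 0.467 (vesicle), 0.448 (calcium), 0.133 and 0.467.

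Leaving out 1 brain in turn moved the probes at an adjusted p under 0.05 between 0 and 2 higher (2 without control replicate 2) and 1 and 14 lower (14 without control replicate 2). The probes at an unadjusted p under 0.05 lay between 92 (without control replicate 1) and 312 (without control replicate 2) higher and between 103 (without OPP replicate 3) and 526 (without control replicate 2) lower. Of the paper's genes 9 (without control replicate 1) to 17 passed unadjusted, with 10 without OPP replicate 1 and 11 without OPP replicate 3. The similarity of arrays by the same measure lay between 0.948 and 0.970. Between 13 and 19 lists shifted. The adjusted p lay between 0.0211 and 0.144 for the vesicle genes, 0.0234 and 0.392 for the calcium genes, 1.54e-10 and 0.0520 for the inflammatory genes, and 1.68e-04 and 0.767 for the electron transport genes. It stayed under 0.05 for the network genes (3.67e-12 to 8.52e-10), the immediate early genes (8.57e-12 to 4.12e-06), the postsynaptic genes (4.21e-05 to 0.00685) and the amino acid genes (0.00474 to 0.0328).

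The groups share replicate numbers, and neither the labels nor the paper say what these mark. The deviations from the group means of equally numbered brains correlated at -0.27, 0.05 and 0.17. No pairing was seen in these values, but 3 brains per group are too few to exclude one. Control replicate 1 correlated best with OPP replicate 3 (0.28), control replicate 2 with OPP replicate 1 (0.29), and control replicate 3 with its own number (0.17). With the replicate block 0 probes were higher and 2 lower at an adjusted p under 0.05, and 114 were higher and 153 lower unadjusted. Signal over background limits dim genes such as *Saa3* and *Bdnf*, since the lowest intensity of a detected probe was 273 to 284 on each array.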

Differences from the paper's values

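The paper's 113 genes up and 145 down lie within 1.5 times of the 141 and 166 probes of the main setting. Some alternatives lie further off, such as 302 and 473 probes with array weights. Microarray fold changes were compared for *Fos* and *Bcar1* only. They were read from the paper's figure as 2 and -1.5, against 1.65 and -1.42 here. The paper's full list of changed genes was not used here. Of the 21 genes the paper gives a direction for that were tested, 21 had that direction and 18 passed at an unadjusted p under 0.05; the paper's text names no adjustment of its criterion for the number of genes. The paper named these genes as regulated on the same arrays, so their direction here is not independent evidence. The differences below are from statements about single genes and functions.

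The paper states that *Actb* was down-regulated. Its brightest probe had a log2 fold change of -0.06, and no setting gave an unadjusted p under 0.05. The paper names *Cast* and *Bzrap1* (here *Erc2* and *Tspoap1*) among the up-regulated genes, and both lay above 0 (0.26 and 0.30) without passing. *Erc2* passed unadjusted with quantile normalization, neqc, normexp, no intensity trend, array weights, without control replicate 2 and with the Custom error model, also on the authors' values, an alternative chosen after seeing the values that drops 2 of the 18 genes. *Tspoap1* passed with quantile normalization, neqc and normexp, and without control replicate 2 or OPP replicate 2.

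The paper names *Saa3* among the down-regulated genes. It lay below the detection filter here, with each mouse given OPP below each control. It passed at an unadjusted p under 0.05 where no detection filter was set (log2 fold change -0.43, adjusted p = 0.990) and without control replicate 1 (-0.58, adjusted p = 0.445), the settings that test it. Neither size is exact, since *Saa3* was above background in no mouse given OPP.

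The paper states that functions of potassium ion transport and receptor protein tyrosine phosphatase activity were up-regulated and that focal adhesion was down-regulated. The lists of these functions did not shift (adjusted p = 0.616, 0.982 and 0.432 from camera). None of the 15 other settings called a shift of any of them, with an adjusted p of 0.274 to 0.942, 0.582 to 0.998 and 0.336 to 0.630, and neither did leaving out 1 brain. The lists were written for this work and are not those of the paper's tables. The measure differs too, since those tables count changed genes per function and camera compares list means. By count, at an unadjusted p under 0.05 from limma, 3 of 24 potassium channel genes were higher. Of the phosphatase genes 1 of 9 was higher, and of the focal adhesion genes 3 of 29 were lower. Among these, *Kcnab1*, *Ptprn* and *Bcar1* are genes the paper names as regulated. No gene of these lists passed the other way, and over all 7611 probes 141 were higher and 166 lower.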

Other observations

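The clusterings here were chosen after the results were seen. The first principal component of the 7611 tested probes held 42.2% of the variance and set control replicate 2 (20.4) apart from the other brains (-9.43 to 4.09). The second held 24.0%, with controls at -11.8, -2.98 and -5.32 and mice given OPP at 7.85, 0.95 and 11.3. Hierarchical clustering of the arrays with Euclidean distance and average linkage, on the 307 probes at an unadjusted p under 0.05, split off control replicate 2 from the other 5 brains on scaled log2 intensities and on the authors' linear values. On the same 307 probes it separated the 3 controls from the 3 mice given OPP on the log2 of the authors' values and on standardised probes. Those probes were picked for a difference between the groups on these arrays, so this separation is partly built in and is not evidence of an effect. On all 7611 probes the clustering of scaled log2 intensities again split off control replicate 2.

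Of the lists that belong to no statement of the paper, these did not shift: circadian clock genes (mean log2 fold change 0.01, adjusted p = 0.982 from camera), choroid plexus markers (-0.09, adjusted p = 0.157), cerebellum markers (-0.31, adjusted p = 0.0758), thalamus markers (-0.11, adjusted p = 0.456), cytosolic ribosomal protein genes (-0.02, adjusted p = 0.456), and hypothalamus and pituitary markers (mean -0.09, median 0.03, direction in camera downward, adjusted p = 0.872). In the last group *Trh* was the 1 gene that passed when adjusted over the list alone, *Avp* had a log2 fold change of -0.60 (above background in 2 of 3 mice given OPP; -0.13 without control replicate 1) and *Oxt* one of 0.40 (0.11 without OPP replicate 2). Other settings called some of them lower: cerebellum markers without normalization (adjusted p = 0.00413), without a detection filter (9.19e-04), with the replicate block (0.0211) and with array weights (8.38e-04), and choroid plexus (0.00709) and thalamus markers (0.0315) with array weights. Without control replicate 2, cerebellum markers shifted downward (mean -0.95, adjusted p = 7.38e-14), as did choroid plexus (-0.33, adjusted p = 0.00133) and thalamus markers (-0.32, adjusted p = 0.0234). Thalamus markers also shifted downward without OPP replicate 3 (adjusted p = 2.18e-04) and cerebellum markers without OPP replicate 1 (0.0140), and without control replicate 3 hypothalamus markers (0.0327) and ribosomal protein genes (0.0234) did.

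Without control replicate 2, the genes lower in the mice given OPP at an adjusted p under 0.05 from limma were *S100a8*, *Hoxb5*, *Gdf10*, *Hoxa5*, *Col18a1*, *Irx3*, *Ank1*, *Zic1*, *Ltf*, *Il16*, *B3gnt5*, *S100a9*, *Zic2* and 1 without a name, and *Arc* and *Fos* were higher. The log2 fold change was -1.74 for *Gdf10*, -1.06 for *Col18a1*, -0.97 for *Ank1* and -0.95 for *Zic1*, a transcription factor gene of the cerebellum, each above background in 3 of 3 mice given OPP. *Hoxb5*, *Hoxa5*, *Irx3*, *Ltf* and *B3gnt5* were above background in 0 of 3, so that only bounds can be set, among them at least 2.31-fold for *Hoxb5* and 1.53-fold for *Irx3*. In control replicate 2 itself, *Irx3* (7.62 on the log2 scale), *B3gnt5* (7.48), *Zic2* (7.82) and *Il16* (7.96) lay at background. The lowest detected probe of that array lay at 8.15. The calls of these genes and the bound for *Irx3* thus depend on leaving out that control. The other named genes lay above 8.15 there. Without control replicate 3, *Hoxb5* and *Mug1* were lower.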
